# Bacterial endosymbionts influence host sexuality and reveal reproductive genes of early divergent fungi

**DOI:** 10.1038/s41467-017-02052-8

**Published:** 2017-11-29

**Authors:** Stephen J. Mondo, Olga A. Lastovetsky, Maria L. Gaspar, Nicole H. Schwardt, Colin C. Barber, Robert Riley, Hui Sun, Igor V. Grigoriev, Teresa E. Pawlowska

## Abstract

Many heritable mutualisms, in which beneficial symbionts are transmitted vertically between host generations, originate as antagonisms with parasite dispersal constrained by the host. Only after the parasite gains control over its transmission is the symbiosis expected to transition from antagonism to mutualism. Here, we explore this prediction in the mutualism between the fungus *Rhizopus microsporus* (*Rm*, Mucoromycotina) and a beta-proteobacterium *Burkholderia*, which controls host asexual reproduction. We show that reproductive addiction of *Rm* to endobacteria extends to mating, and is mediated by the symbiont gaining transcriptional control of the fungal *ras2* gene, which encodes a GTPase central to fungal reproductive development. We also discover candidate G-protein-coupled receptors for the perception of trisporic acids, mating pheromones unique to Mucoromycotina. Our results demonstrate that regulating host asexual proliferation and modifying its sexual reproduction are sufficient for the symbiont’s control of its own transmission, needed for antagonism-to-mutualism transition in heritable symbioses. These properties establish the *Rm-Burkholderia* symbiosis as a powerful system for identifying reproductive genes in Mucoromycotina.

## Abstract (web summary)

Cells of the fungus *Rhizopus microsporus* contain *Burkholderia* endobacteria that control its asexual reproduction. Here, the authors show that the endobacteria also mediate mating of the fungal host by modulating expression of a GTPase central to fungal reproductive development.

## Introduction

Heritable mutualisms are a source of major evolutionary innovations^1^. However, their evolution remains elusive. Evolutionary theory suggests that many heritable mutualisms originate as antagonisms in which parasite dispersal is controlled by the host^2^. A transition to mutualism requires the parasite to dominate the coevolutionary race with the host by establishing control over its own transmission. However, few symbioses exist where this prediction can be explored. One such system is the mutualism between a soil fungus *Rhizopus microsporus* (*Rm*, Mucoromycotina) and a beta-proteobacterium *Burkholderia*, which controls asexual proliferation of its host^3^. Like many other Mucoromycotina, the *Rm* hosts of *Burkholderia* thrive as soil saprotrophs. They can cause food spoilage, infect plants^4^, and act as opportunistic pathogens of immune-compromised humans^5^. While the evolutionary history of the *Rm-Burkholderia* symbiosis is uncertain, present-day antagonistic interactions of *Burkholderia* endobacteria with nonhost *Rm* isolates naturally free of endobacteria^6^ suggest that it originated as an antagonism. In the *Rm-Burkholderia* mutualism, the partners can be separated, cultivated independently, and reassembled to form a functional symbiosis in which the endobacteria reside directly in the host cytoplasm^3^. *Burkholderia* cells are transmitted via sporangiospores, which are asexual propagules produced by the host^3^. Sporangiospores are generated continuously throughout colony growth in favorable environmental conditions, disseminate aerially, and germinate rapidly.

In addition to asexual propagation, fungi, like most other eukaryotes, engage in sexual reproduction. In Mucoromycotina, sex involves the union of gametangia, leading to the formation of a zygospore^7^. In heterothallic species, such as *Rm*, two compatible strains, sex *plus* (sexP) and sex *minus* (sexM), are required for mating to be successful^7^. Partner recognition and progression of mating are mediated by trisporic acids and their precursors^8, 9^, which act as sex pheromones and are synthesized in a cooperative manner from intermediates provided by the complementary mating partner^10^. Due to their recalcitrance to genetic analysis and manipulation, Mucoromycotina are one of the least explored major lineages of fungi, with only few reproductive genes characterized functionally thus far^11^. To test the hypothesis that the *Burkholderia* endobacteria control sexual reproduction of the *Rm* host and identify the control mechanism, we mated fungi that harbored endosymbionts or were cured of them, followed by transcriptional profiling and phylogenomic analyses utilizing the wealth of information on sexual reproduction in Dikarya, a lineage uniting Ascomycota and Basidiomycota. We discovered that endobacteria modify sexual reproduction of *Rm*, and generated insights into the reproductive biology of Mucoromycotina.

## Results

### Diversity and natural loss of endobacteria

Previous observations indicated that only a single bacterial cell was present per sporangiospore in one of the *Rm* strains, CBS112285^3^. We found that bacterial loads in other strains differ, varying from on average three cells per sporangiospore in strain ATCC 52813 to four in ATCC 52814 (Supplementary Fig. 1). This observation suggests phenotypic diversity among host–symbiont pairings.

The role of endobacteria in asexual proliferation of *Rm* was evidenced by the loss of sporulation in mycelia treated with antibiotics that eradicate *Burkholderia* ^3^. We observed that endobacteria and asexual reproduction can be lost spontaneously after as few as four generations of propagating the fungus via single spores, and after 12 generations of propagation via mycelial fragments (Supplementary Table 1). These patterns indicate that in nature, hosts can become naturally cleared of their endosymbionts, and the loss of sporulation can be attributed to endosymbiont absence.

### Not all zygospores are populated by endobacteria

All asexual sporangiospores formed by *Rm* strains hosting endobacteria appear to harbor the symbiont. To test whether the same is true for sexually produced zygospores, we mated *Rm* strains ATCC 52813 sexP and ATCC 52814 sexM, which both naturally contain endobacteria in their mycelia. We then surveyed zygospores for bacterial presence by PCR targeting their 23S rRNA gene. *Burkholderia* was detected in 40% (±6% s.e.m.) of zygospores, suggesting that the rate of symbiont transmission through the sexual pathway is substantially lower than through the asexual pathway.

### Endobacteria modify fungal mating

To test the hypothesis that *Burkholderia* endobacteria control sexual reproduction of *Rm*, we examined the interactions of wild-type B(+) strains that harbored endobacteria and B(−) isolates that were cured of endosymbionts: (1) ATCC 52813 sexP with ATCC 52814 sexM, (2) ATCC 52813 sexP with ATCC 52811 sexM, and (3) ATCC 62417 sexP with ATCC 52811 sexM. We found that in all pairs, bacteria impacted fungal ability to reproduce sexually. They either controlled it completely, with removal of endobacteria leading to total loss of mating, or incompletely, with removal of endobacteria leading to a reduced zygospore yield (Fig. 1). These two outcomes did not appear to be specific to the strains that were mated. Moreover, loss of mating was not a consequence of vigor reduction in cured isolates, as, with the exception of ATCC 62417, which grew poorly after the loss of endobacteria, the differences in the rate of mycelial expansion between the B(−) and B(+) mycelia were largely negligible (Supplementary Fig. 2).

**Fig. 1:**
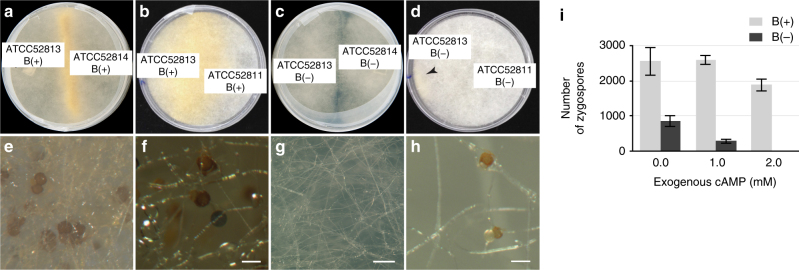
Impact of *Burkholderia* endobacteria on the reproductive biology of the *Rm* host. Successful mating between sex-compatible *Rm* B(+) strains: **a** ATCC 52813 and ATCC 52814, and **b** ATCC 52813 and ATCC 52811. **c** Complete loss of mating between B(−) isolates ATCC 52813 and ATCC 52814. **d** Restricted mating between B(−) isolates ATCC 52813 and ATCC 52811, with zygospores formed in the area indicated by an arrow. Accumulation of zygospores and β-carotene in the zone of interaction between B(+) mates: **e** ATCC 52813 and ATCC 52814, scale bar 100 μm, and **f** ATCC 52813 and ATCC 52811, scale bar 100 μm. **g** No sexual structures or β-carotene are apparent in the zone of interaction between B(−) mates ATCC 52813 and ATCC 52814 that show total loss of mating; scale bar 500 μm. **h** Rare zygospores produced during an interaction between B(−) mates ATCC 52813 and ATCC 52811 that resulted in restricted mating; scale bar 100 μm. **i** Effects of endobacteria and exogenous dibutyryl cAMP on the formation of zygospores during mating between B(+) ATCC 52813 and ATCC 52814 vs. mating between B(−) ATCC 52813 and ATCC 52814 showing limited zygospore formation. Increased concentrations of cAMP reduced the rate of zygospore formation in the interactions between B(−) mates that were capable of restricted mating (Student post hoc test of the interaction between bacterial presence and cAMP level in two-way ANOVA, *P* = 0.02), whereas the decrease in zygospore formation in interactions between B(+) mates was not statistically significant. Ten mating interactions were examined per condition. B(+), endobacteria present; B(−), endobacteria absent; error bars represent s.e.m.

### Attempts to restore fungal mating

To examine whether the loss of host reproduction upon removal of endobacteria was reversible, we investigated the consequences of reintroducing endosymbionts into the cured host isolates that exhibited total loss of mating. Reinfection with endobacteria restored both asexual and sexual reproduction regardless of whether bacteria were introduced into their original native hosts or nonnative hosts, with all pairwise combinations of source bacteria and target fungal strains across ATCC 52811, ATCC 52813, ATCC 52814, and ATCC 62417 yielding reproduction. However, while asexual reproduction was restored immediately after reinfection, restitution of the ability to mate required an additional step of exposing the reinfected isolates to extreme cold (–80 °C), which eliminated fungal hyphae while preserving sporangiospores. This observation suggested that there was a subtle mechanistic difference in how endosymbionts interact with asexual vs. sexual reproduction of the fungus. We also attempted to restore *Rm* sexual reproduction in the absence of endosymbionts by exposing compatible B(−) mates to extracts of mated mycelia and to environmental conditions known to affect reproduction in Mucoromycotina (Supplementary Table 2). None of these treatments restored mating or asexual propagation in cured fungi, suggesting that for reproduction, the host is addicted to bacterial factors.

### Gene networks responsible for mating in Mucoromycotina

To investigate the genetic underpinnings of fungal reproductive responses to endobacteria, we conducted an RNA-seq experiment assessing global gene expression patterns under six different conditions: (1) *Rm* ATCC 52813 B(+) grown alone, (2) ATCC 52813 B(−) grown alone, (3) ATCC 52814 B(+) grown alone, (4) ATCC 52814 B(−) grown alone, (5) both B(+) mates grown together, and (6) both B(−) mates grown together, with sexual reproduction completely absent. 

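The data of this experiment comprised 12 libraries, with 2 biological replicates in each of the 6 conditions. Each replicate pooled 5 plates harvested on day 6. B(+) fungi carried *Burkholderia* endobacteria in their hyphae and B(−) fungi had been cured of them, and the B(−) mates grown together were a pair that had lost mating completely. The authors' values used here are FPKM (fragments on a transcript relative to its length and to the mapped fragments of the library), given per library for assembled transcripts. These transcripts carry the identifiers of a de novo transcript assembly and not those of the gene models of the genomes. The assembly and quantification programs behind these FPKM are not given in the sources used here, and the route through genome mapping and read counts that the paper's methods describe leads to other values. The transcripts belong to 27805 components, the units of such an assembly that stand closest to genes, and the FPKM of the transcripts of a component were summed. A component can join close paralogs, or hold a part of a gene, so component values of gene families are uncertain. No table used here pairs components with gene names or protein identifiers.
Fragment counts do not accompany the FPKM, so the precision of low values is known only roughly. The FPKM of a library summed to 441957 and 351863 in the replicates of ATCC 52813 B(+) grown alone, 519117 and 602948 in ATCC 52814 B(+), 388939 and 424688 in ATCC 52813 B(−), and 564178 and 655486 in ATCC 52814 B(−). The sums were 431446 and 483423 in the B(+) mates grown together and 371790 and 463903 in the B(−) mates grown together. Between 17378 and 36145 transcripts per library had an FPKM above 0. The 10 most abundant components took 30.4% to 51.6% of the FPKM of a library. The FPKM were used as given by the authors, with no further scaling between libraries. Components with an FPKM of at least 1 in at least 2 libraries were tested, which left 9975. Differences were tested with limma on log2(FPKM + 1), with the 6 conditions sharing 1 estimate of the spread, and p-values were adjusted by the Benjamini-Hochberg method over these components, with a threshold of 0.05. Log2 fold changes are therefore on the log2(FPKM + 1) scale, which understates the change of components with low values.
In a principal component analysis of the tested components, the first axis held 41.0% of the variance and separated the 6 B(+) libraries from the 6 B(−) libraries. The second axis, with 17.1% of the variance, separated the strains grown alone, and the mates grown together lay between them. The third axis, with 8.44%, set the libraries of active mating apart from the others.

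**Figure D1:**
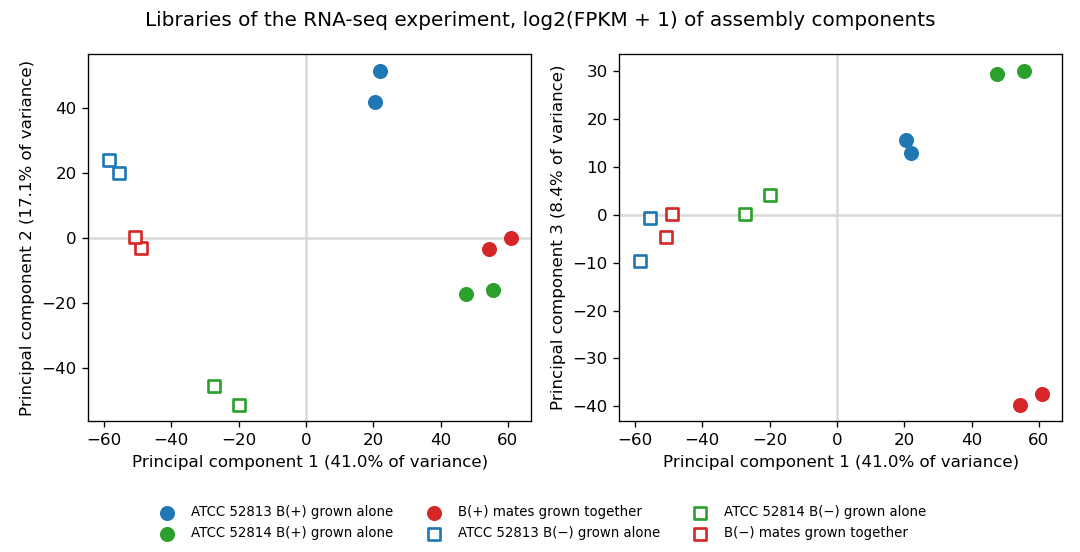
Principal component scores of the 12 libraries (axes in score units, with the percent of variance on each axis) from log2(FPKM + 1) of the tested components. Each point is a library, filled circles are B(+) and open squares B(−), and replicates of a condition share a colour and symbol. The B(+) libraries lie to the right of 0 on the first axis and the B(−) libraries to the left.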

We sequenced the genomes of both mates (Supplementary Tables 3 and 4, and Lastovetsky et al.^6^) to facilitate mapping of RNA-seq reads to each host. Because the knowledge of molecular mechanisms underlying sexual reproduction in Mucoromycotina lags behind other fungi, we first needed to identify genes that are relevant to reproductive processes in these fungi.

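In the comparison of active mating with the B(+) mates grown alone, 469 of the 9975 components passed the threshold (limma, Benjamini-Hochberg adjusted), 417 of them higher and 52 lower in active mating. The reference was the mean of both strains grown alone on the log scale, each with equal weight. The median log2 fold change was 1.69 among the higher components and -1.17 among the lower ones. A total of 1513 components had an unadjusted p below 0.05. After quantile normalization the split was 353 higher and 107 lower. With all libraries, the alternative that moved the count most was ATCC 52813 as the only strain in the reference, with 891 components, while ATCC 52814 as the only strain gave 490. Leaving out a library of active mating moved it further, to 132 without replicate 1 and 109 without replicate 2.
The 2 components with the largest rises and the 2 with the largest falls were taken by a rule that required groups without overlap and a mean FPKM of at least 10 in the higher group. Component comp174888_c0 had an FPKM of 5342 ± 601 (SD, n = 2) in active mating and 1.79 ± 1.22 (SD, n = 4) in the B(+) mates grown alone, a log2 fold change of 11.00 (standard error 0.70, adjusted p = 1.82e-05 from limma). Its FPKM in the B(−) mates grown together was 30.6 in replicate 1 and 2.88 in replicate 2. Component comp98204_c0 had an FPKM of 428 ± 30.1 (SD, n = 2) in active mating against 0.998 ± 1.29 (SD, n = 4), a log2 fold change of 7.94 (standard error 0.45, adjusted p = 1.19e-05 from limma), and 0.730 ± 0.594 (SD, n = 2) in the B(−) mates grown together. Among the falls, comp97832_c0 had an FPKM of 9.15 ± 1.39 (SD, n = 2) in active mating and 47.2 ± 12.9 (SD, n = 4) in the B(+) mates grown alone, a log2 fold change of -2.21 (standard error 0.20, adjusted p = 1.50e-04 from limma). Without endobacteria its mean FPKM was 392 in ATCC 52813 and 8.69 in ATCC 52814 grown alone, and 117 in the mates grown together. For the other fall, comp174003_c0, these B(−) means were 2.2, 0.2 and 0, so its low level was not particular to active mating. The fall of comp174003_c0, with an FPKM of 0.13 and 0.44 in active mating and between 4.16 and 25.72 in the B(+) mates grown alone, had a log2 fold change of -2.89 (standard error 0.62, adjusted p = 0.0259 from limma), and it did not pass the threshold with a pseudocount of 0.1 (adjusted p = 0.0551) or 5 (adjusted p = 0.0540), nor with ATCC 52813 as the only reference strain (adjusted p = 0.0760). It also missed the threshold without either library of active mating (adjusted p = 0.255 and 0.206), without replicate 1 of ATCC 52813 B(+) (adjusted p = 0.0760) and without replicate 2 of ATCC 52814 B(+) (adjusted p = 0.0571), with adjusted p up to 0.255 over these settings.

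**Figure D2:**
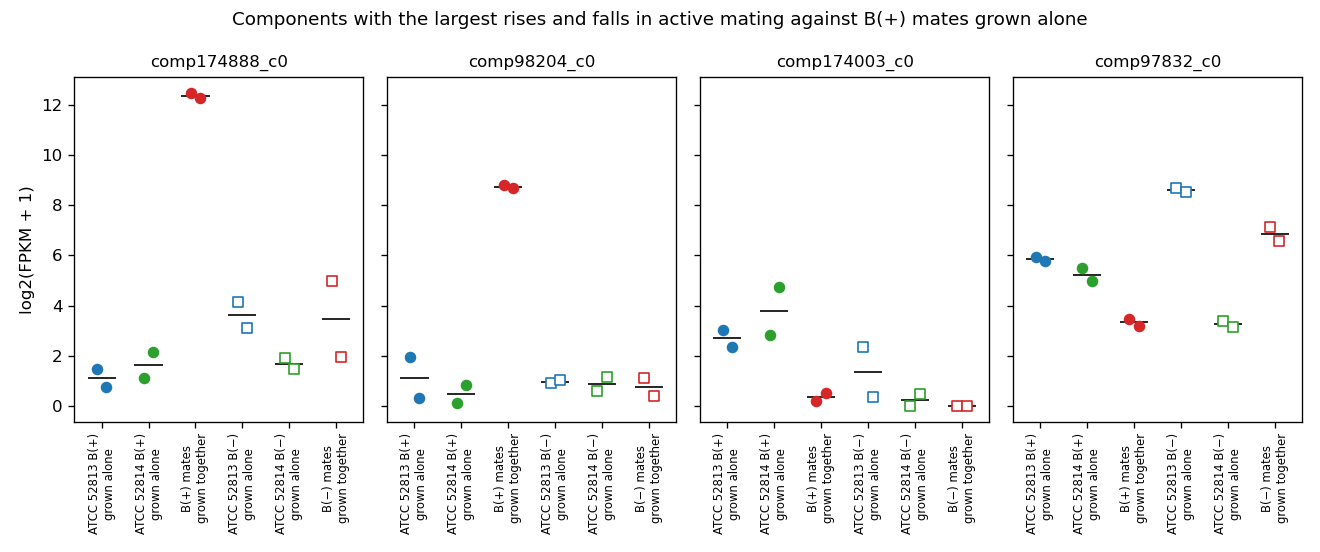
log2(FPKM + 1) of the 4 components with the largest rises and falls in active mating, in each condition. Points are libraries (filled circles B(+), open squares B(−)) and horizontal lines are means of 2 replicates. In the first panels from the left, comp174888_c0 and comp98204_c0 stand high in the B(+) mates grown together and low in the other conditions.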

We found that in *Rm*, 2124 genes were differentially expressed (DE) at a significant level during sexual reproduction relative to asexual growth and sporulation, with 1496 genes upregulated and 628 downregulated (false-discovery rate (FDR) corrected *P* ≤ 0.05, identified using DESeq^12^; Supplementary Data 1, Supplementary Fig. 3). Ortholog clustering revealed that, while many of these genes were conserved across most fungi (57.95%), a substantial proportion were either restricted to Mucoromycotina (42.04%) or even unique to the *Rm* lineage (11.67%; Fig. 2, Supplementary Table 5, Supplementary Data 2). For example, several major regulators of sexual reproduction, such as genes interacting with the pheromone mitogen-activated protein kinase (MAPK) cascade and several transcription factors appear to consistently play roles in sexual reproduction across different fungi, including Mucoromycotina (Supplementary Data 2). Conversely, genes encoding response regulators, such as PHOA/Pho80^13^ (phosphate response) and CpcB^14^ (amino acid starvation), which provide important cues for sexual reproduction in *Aspergillus nidulans* but are not involved in sex regulation of other Dikarya, did not show differential expression during sexual reproduction in *Rm* (Supplementary Table 5, Supplementary Data 1). As expected, we also observed upregulation of mating-type genes, *sexM* (FDR corrected *P* = 1.08×10^−22^) and *sexP* (FDR corrected *P* = 9.61×10^−188^), previously characterized in Mucoromycotina^11^. In contrast, the neighboring *rhnA* gene^15^ was not differentially expressed during reproduction in *Rm*. Finally, we discovered that Mucoromycotina lack all the mating pheromone recognition genes present in Dikarya (Fig. 2; Supplementary Data 2), a pattern consistent with the fact that Mucoromycotina use trisporic acids and their precursors as sex pheromones rather than the peptides and lipopeptides employed by Dikarya^16^.

**Fig. 2:**
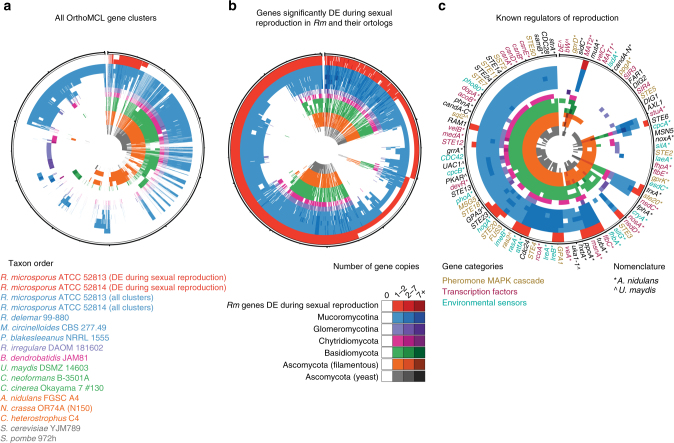
Many genes differentially expressed during *Rm* sexual reproduction are unique to Mucoromycotina. Tracks show gene content (copy number) for each individual genome, and each column represents an individual OrthoMCL cluster. Counts of gene copies within an individual cluster are shown in increasingly darker shades of color: red, DE genes in *Rm*; blue, Mucoromycotina; purple, Glomeromycotina; pink, Chytridiomycota; green, Basidiomycota; orange, filamentous Ascomycota; gray, Ascomycota yeasts. **a** All OrthoMCL gene clusters. **b** Genes DE during sexual reproduction of *Rm*. **c** Regulators of sexual reproduction. Gene names are colored based on what aspect of sexual reproduction they are involved in: mustard, pheromone MAPK cascade; purple, transcription factors; teal, environmental sensors. All data are presented in Supplementary Data 2, and are ordered based on Fig. 2a

### Candidate trisporic acid receptors

As G-protein-coupled receptors (GPCRs) are involved in the perception of mating pheromones in other fungi^17^ and animals^18^, we explored *Rm* genes upregulated during sexual reproduction in search of GPCRs unique to the Mucoromycotina lineage. We found three such candidate trisporic acid receptor (*tar*) genes, encoding class C seven-transmembrane domain GPCRs, that were present in the genomes of ATCC 52813 and ATCC 52814 (Fig. 3a). Through qRT-PCR, we confirmed that expression of these three candidate genes was also upregulated during mating interactions of a different pair of *Rm* mates, ATCC 52813 and ATCC 52811 (Fig. 3b). In addition, we established that the expression pattern of each gene changes during the progression of mating (Fig. 3c). Through phylogeny reconstructions, we determined that these GPCRs cluster with animal γ-aminobutyric acid (GABA) receptors, a group related to animal retinoic acid-inducible class C GPCRs (Fig. 3a).

**Fig. 3:**
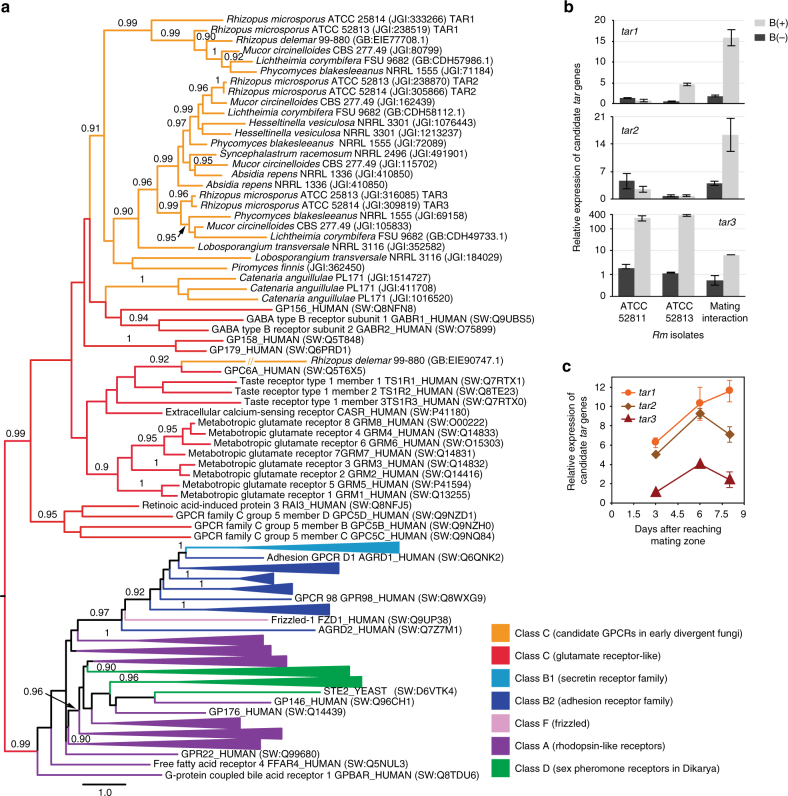
Candidate trisporic acid receptors are class C GPCRs. **a** Maximum-likelihood phylogeny of seven**-**transmembrane domains from early-diverging fungi (orange) and five different classes of G-protein-coupled receptors (GPCRs): A (purple), B1 (light blue), B2 (dark blue), F (pink), as well as the fungal**-**specific class D pheromone receptors (green). Fungal protein identifiers include species and strain designation, as well as GenBank accession number or JGI protein ID. Nonfungal proteins have GPCRdb^74^ identifiers and UniProtKB^75^ (SW) accession numbers. Support values are displayed above branches. The GPCR sequence alignment and the complete phylogeny are included in Supplementary Data 3 and Supplementary Data 4, respectively. TAR, candidate trisporic acid receptor. **b** Expression levels of the candidate *tar* genes in *Rm*. Three biological replicates were examined per condition. B(+), endobacteria present; B(−), endobacteria absent; error bars represent s.e.m. **c** Changes of the candidate *tar* gene expression patterns during the progression of mating in *Rm* B(+) mates measured in three replicate cultures per time point. Error bars represent s.e.m.

### Effects of endobacteria on regulation of *Rm* mating

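Of the 469 sex-related components, 15 also passed the threshold in the same direction of B(+) against B(−) in ATCC 52813 grown alone, in ATCC 52814 grown alone and in the mates grown together (limma, adjusted p-values). If the sex-related components were spread evenly over the components tested, 18.3 of them would be among the components that changed the same way in all 3 endobacteria comparisons, a number that leaves the libraries shared by the comparisons out of account. Of the 15, 11 were higher both with endobacteria and in active mating, 3 were lower in both, and 1 went in opposite directions. The requirement of a response in each comparison governed this count. With the comparison of mates grown together alone, 408 of the sex-related components were counted, 358 higher and 49 lower in both comparisons and 1 in opposite directions. With the comparisons grown alone in both strains, 31 were counted. When a change in any direction was accepted in all 3 comparisons, the number was 44, and when any 1 comparison sufficed it was 445.
The comparisons share libraries, so some overlap arises by chance. The B(+) mates grown together enter the sex-related comparison and the endobacteria comparison of mates with the same sign, and the B(+) libraries grown alone enter the sex-related comparison and the endobacteria comparisons grown alone with opposite signs. In 20 simulations in which no condition differed, with lists of the smallest p-values as long as the observed lists of components, between 281 and 317 components were in both the sex-related list and the list for mates grown together (median 292.5). Between 0 and 3 were in all 4 lists in the same direction of B(+) against B(−) (median 1), a range that leaves the effect of endobacteria common to the 3 comparisons out of account. Neither this range nor the 18.3 of an even spread shows by itself whether 15 is more or less than chance gives. For ATCC 52813 grown alone, 121 sex-related components passed, within the simulated range of 117 to 161, and for ATCC 52814 grown alone 123 passed, within the range of 120 to 164. These 2 counts accept a change in either direction. The simulated lists held no real differences, so lying within these ranges does not show that the overlaps are what chance gives. The count of 15 fell to 3 and 4 without replicate 1 or 2 of active mating, to 9 without replicate 1 of ATCC 52813 B(+), to 7 and 9 without replicate 1 or 2 of ATCC 52814 B(+), and to 8 without replicate 2 of ATCC 52814 B(−). It rose to 27 and 23 without replicate 1 or 2 of the B(−) mates grown together.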

Only 80 of the 2124 *Rm* sex-related transcripts were impacted by the symbiont presence in the hosts (Supplementary Fig. 3, Supplementary Data 1). One of the most striking observations was an ~12-fold downregulation in the absence of endobacteria of an ortholog of *ras2*, which encodes a small GTPase protein. Furthermore, *ras2* was downregulated in fungi cured of bacteria growing alone vegetatively and upregulated during active asexual proliferation. Despite the expansion of the *ras* gene family in Mucoromycotina relative to Dikarya (Fig. 4a), only the expression of the *Rm ras2-1* gene (protein ID 223475 and 286484 in *Rm* ATCC 52813 and ATCC 52814, respectively) was affected by endobacteria. Ras2 is conserved across all fungi except Ascomycota yeasts (Fig. 4a). In the basidiomycete *Ustilago maydis*, it controls the initiation of the mating pheromone MAPK cascade^19^. Ras2 is also involved in asexual reproduction, as shown in ascomycetes in which repression of *ras2* has a negative impact on sporulation^20, 21^. To examine whether the role of *ras2-1* extends to mating in other Mucoromycotina, we conducted qRT-PCR on vegetative mycelia vs. mating interactions involving ATCC 1216b sexP and CBS 277.49 sexM strains of *Mucor circinelloides*, and found that expression of *ras2-1* was elevated during mating relative to vegetative growth (Fig. 4b). Finally, we examined expression levels of *ras2-1* in mating interactions between *Rm* ATCC 52813 and ATCC 52811 focusing on patterns exhibited by cured mates that experience total loss of mating vs. restricted mating. Like in the RNA-seq experiment, the levels of *ras2* expression were lower in interactions between B(−) mates compared to those between B(+) mates (Fig. 4c). However, they did not differ between interactions of B(−) mates exhibiting total loss of mating vs. restricted mating (Fig. 4c), a pattern consistent with incomplete control of mating by the endobacteria.

**Fig. 4:**
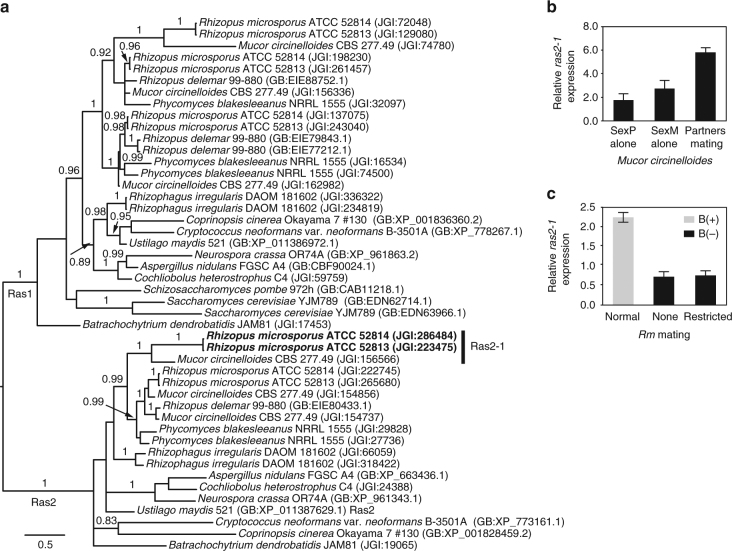
Ras proteins in Mucoromycotina. **a** Bayesian phylogeny of proteins in the Ras1 and Ras2 ortholog groups. Protein identifiers include species and strain designation, as well as GenBank accession number or JGI protein ID. The *Rm ras2* genes DE due to endobacteria and mating are in boldface. Posterior probability values are displayed above branches. The alignment is included in Supplementary Data 5. **b** Expression levels of *ras2-1* in strains of *Mucor circinelloides* ATCC 1216b sexP and CBS 277.49 sexM measured in mates grown alone before the onset of asexual sporulation and during a mating interaction. Three replicate cultures were examined per condition. Error bars represent s.e.m.. **c** Expression levels of the *ras2-1* gene during mating between *Rm* ATCC 52813 and ATCC 52811 exhibiting normal mating, restricted mating, and total loss of mating. Each condition had three biological replicates. B(+), endobacteria present; B(−), endobacteria absent; error bars represent s.e.m.

In addition to regulating the pheromone MAPK cascade, in *U*. *maydis*, Ras2 interacts with the cyclic adenosine monophosphate (cAMP) signaling pathway and controls morphogenesis^19^. cAMP is a secondary messenger that, in coordination with the pheromone MAPK cascade, affects sexual development in many fungi, albeit often with contrasting effects^22^. We explored the impact of exogenous cAMP on *Rm* mating by exposing B(+) and B(−) mates to 0 mM, 1 mM, and 2 mM dibutyryl cAMP. We found that increased concentrations of cAMP reduced the rate of zygospore formation in the interactions between B(−) mates that were capable of restricted mating (Student post hoc test of the interaction between bacterial presence and cAMP level in two-way ANOVA, *P* = 0.02), whereas the decrease in zygospore formation in interactions between B(+) mates was not statistically significant (Fig. 1i). These results suggested that elevated levels of cAMP interfered with mating in *Rm*, and the endosymbiont presence buffered the negative effects of high cAMP levels on sexual reproduction.

## Discussion

We found that *Rm* is highly dependent for survival on the *Burkholderia* endobacteria. Although the fungus can grow vegetatively after endobacteria are lost naturally or eradicated with antibiotics^23^, it is unable to proliferate asexually and its ability to reproduce sexually is severely compromised. These patterns indicate that in the *Rm-Burkholderia* mutualism, the endosymbiont controls its own vertical transmission, which is a prerequisite for the antagonism-to-mutualism transition in heritable symbioses^2^. Remarkably, less than half of zygospores formed during mating interactions of wild hosts harbor endobacteria. However, as zygospore germination is extremely difficult to achieve under laboratory conditions^24^, it remains untested whether zygospore functionality is affected by endosymbiont absence. Zygospore germination occurs via a sporangium resembling the asexual sporangium. Therefore, it cannot be excluded that endobacteria-free zygospores may fail to germinate, further reinforcing endosymbiont dominance over host reproduction. Endosymbiont ability to control its own transmission is expected to facilitate reciprocal selection between the partners, leading to utilization of symbiont services by the host^2^. In the *Rm-Burkholderia* symbiosis, these services include endosymbiont-mediated synthesis of rhizoxin, a potent toxin that enables pathogenesis of plants by *Rm* ^23, 25^.

In addition to facilitating the antagonism-to-mutualism transition, the role of endobacteria in regulating *Rm* asexual and sexual reproduction is consistent with the addiction model of mutualism evolution^6, 26^. According to this model, a host population that interacts with an antagonistic symbiont should develop mechanisms to compensate for its negative effects and become addicted to the symbiont’s continued presence^27^. In the case of the *Rm-Burkholderia* symbiosis, endobacteria have hijacked an indispensable component of the host’s developmental machinery by gaining control over expression of *ras2-1*, encoding a G-protein responsible for the reproductive development in Dikarya^19–21^. The exact mechanism of bacterial control over the *ras2-1* expression and the evolutionary trajectory that lead to it are unknown. However, as stimulation of *ras* signaling induces programmed cell death in other fungi^28^, it is possible that in the ancestrally antagonistic relationship between *Rm* and *Burkholderia* ^6^, establishing control over the *ras2-1* expression by endosymbionts was an important component of coevolution between partners, leading to adaptive changes in host regulation of *ras2-1* signaling (Supplementary Fig. 4). Evolutionary theory predicts further that once a mutualism is established, the host is favored to control mixing of symbionts^29^. Such control is expected to reduce harmful competition among symbionts for the host resources. It remains to be investigated whether endobacteria are able to mix in the *Rm-Burkholderia* symbiosis.

We exploited the endosymbiont control over *Rm* reproduction to reconstruct the key reproductive pathways across the fungal kingdom, including Mucoromycotina, Ascomycota, and Basidiomycota. Since many of these genes were experimentally studied in Dikarya, we were able to augment our findings with information on conservation of their sex-related function. Using this approach, we uncovered candidate genes that may be involved in perception of trisporic acid pheromones in Mucoromycotina. Unlike class D GPCRs responsible for pheromone sensing in Dikarya^30^, which are absent from *Rm*, these candidate receptors appear to represent class C GPCRs. They are encoded by genes that are conserved across all Mucoromycotina, upregulated during sexual reproduction in *R*. *microsporus*, absent from higher fungi, and closely related to retinoic acid-sensing GPCRs in animal systems. Similar to trisporic acid, retinoic acid is derived from β-carotene and is essential for the initiation of meiosis in animals^31, 32^. Further functional analyses are now required to test the hypothesis that these C GPCRs interact with and transduce trisporic acid pheromone signals.

Overall, our findings indicate that in the *Rm-Burkholderia* symbiosis, endobacteria control their vertical transmission by regulating asexual proliferation of the host and impacting its mating. Such control appears to be sufficient to have mediated the antagonism-to-mutualism transition in this heritable symbiosis. Symbiont presence correlated with expression levels of the host *ras2-1* gene, a major regulator of both sexual and asexual reproduction in fungi, suggesting that endobacteria influence its activity. Finally, we took advantage of the symbiont impact on host mating to make inferences about reproductive genes in Mucoromycotina, a group of fungi recalcitrant to genetic analysis. In the process, we discovered candidate trisporic acid receptors, TARs, that may be responsible for perception of trisporic acid sex pheromones uniquely utilized by this group of fungi.

## Methods

### *Rm* strains, culture conditions, and loss of endobacteria

Strains ATCC 52811, ATCC 52813, ATCC 52814, and ATCC 62417 were cultivated on half (1/2) or full-strength potato dextrose agar (PDA) containing 2 g L^−1^ potato extract, 10 g L^−1^ dextrose, and 15 g L^−1^ agar. Plates were sealed with Parafilm M (Pechiney Plastic Packaging Company), unless otherwise noted. In addition to curing fungi of *Burkholderia* endobacteria with antibiotics as described in Partida-Martinez and Hertweck^23^, we experimented with the impact of their subculturing by individual spores and mycelial fragments on bacterial presence. Isolates of ATCC 52813 were propagated by mycelial fragments and by single spores, with two replicates per isolate. For mycelial fragments, a small spore-free section of ~1 × 0.5 cm was excised from the edge of the colony and transferred to fresh PDA. For single-spore propagation, sporulating colonies were flushed with 3 mL of sterile nanopure water to dislodge spores. To remove hyphae, the spore suspension was filtered through a cotton filter into a 2-mL microfuge tube, and diluted 10^−3^ in sterile nanopure water, followed by spreading 100 μL into a 6-cm PDA plate. After approximately 24 hours of incubation at 30 °C, one colony was removed and plated onto a PDA plate. The absence of endosymbionts was confirmed by PCR using *Burkholderia*-specific primers GlomGiGf^33^ and LSUb 483r^34^ as described in Mondo et al^34^.

### Extraction, cultivation, and reintroduction of endobacteria

Young fungal mycelium (1–2-days old) containing endosymbionts was finely chopped in 500-μL Luria-Bertani (LB) broth, and pressed gently to release cellular contents into the broth, followed by filtration through a 2-μm filter to remove fungal debris. Varying amounts of filtrate were added to LB plates containing 10 mL L^−1^ glycerol and 100 μg mL^−1^ cycloheximide. Single colonies were isolated and grown at 30 °C either on LB agar or in 5-mL LB broth incubated at 250 rpm. To reinfect fungi with endobacteria, a plug of agar was removed from 1/2 PDA using the upper end of a P-1000 pipette tip and replaced with a plug of LB agar. Bacterial inoculum was placed on the LB agar plug, and a plug containing cured fungus was either positioned directly on bacterial cells, or somewhere nearby on the plate.

### Visualization of endobacteria in sporangiospores

For visualization, endobacteria were transformed with either an mCherry-expressing or YFP-expressing gentamicin resistance-conferring plasmid pBS46, and introduced to cured strains ATCC 52813 and ATCC 52814. Sporangiospores were collected and embedded in polyacrylamide pads to immobilize them^35^. Between 70 and 100 spores were examined using the DeltaVision RT system (Applied Precision) with an Olympus IX-70 inverted microscope (Olympus America) fitted with a 100-W mercury arc bulb and a CoolsnapHQ ICX285 camera (Sony). Z-sections were acquired using 0.15-μm step size and the Z stacks were deconvolved using the softWoRx Explorer software (Applied Precision).

### *Rm* mating interactions

 Half-strength PDA plates were used for all mating experiments. Mates were placed at the edges of the plate, allowing mycelia to grow toward each other and develop an interaction zone in the center of the plate. Cultures were incubated in the dark at 30 °C. Each interaction was examined in 6–10 replicates; the entire experiment, including removal of endobacteria, was repeated three times. Prior to investigating the role of endobacteria in sexual reproduction, we examined fungal mating in both darkness and in ambient light, and found that *Rm* has no light preference with respect to mating. To ensure that loss of fertility in cured fungi is not due to multiple rounds of subcultivation^7^ required to remove endobacteria^23^, we generated tester lines of *Rm*-harboring bacteria that were subjected to the same number of subcultivation events as cured lines but without an antibiotic. We found that subculturing had no effect on sexual reproduction.

### Detection of endobacteria in *Rm* zygospores

Mating interactions between *Rm* ATCC 52813 and ATCC 52814 were conducted on PDA (Sigma) as described above, and zygospores were analyzed after 7 days of incubation in the dark at 30 °C. A tuft of mycelium containing zygospores was removed from the mating zone and placed in 10% w/v chloramine T (Sigma) for 20 min to kill hyphae. The tuft was subsequently transferred to sterile water and shaken slowly for 5 min at room temperature, followed by two additional water washes lasting for 20 min. The mycelial tuft was then transferred onto a sterile 1.5% water agar and zygospores were collected with sterile forceps, taking care to remove all attached hyphae. A total of 80 zygospores from two separate mating interactions were transferred individually into 0.2-mL PCR tubes, crushed, and subjected to whole-genome amplification (WGA) with the Illustra GenomiPhi Kit v2 (GE) to generate template DNA for multiple PCR reactions per zygospore. A volume of 1 μL of the last water wash was used as a negative control during WGA and subsequent PCR, with a total of 16 negative controls. PCR was performed on the 1/20-diluted WGA products using LR1 and NDL22^36^ as well as *Burkholderia*-specific primers^34^ to detect the presence of fungal and bacterial DNA in zygospores.

### Attempts to restore mating in the absence of endobacteria

Interactions between compatible B(−) mates ATCC 52813 and ATCC 52814 showing total loss of mating were examined on 1/2 PDA: (1) amended with mating relevant compounds, such as 3 g L^−1^ NaNO_3_, 0.5 g L^−1^ NaNO_2_, 1 mg L^−1^ thiamine, and 16.6 mg L^−1^ β-carotene as well as with extracts from successfully mating liquid cultures filtered through 0.22-μm filter, (2) at high moisture generated by adding 1-mL H_2_O to culture plates and sealing them with Parafilm M, and at low moisture generated by sealing plates with porous Micropore™ surgical tape (3 M Health Care), (3) in ambient light and in darkness, (4) after cold treatment of 1-week, 2-week, 4-week, and 10-week incubation at 4 °C, (5) under oxidative stress of 0.3, 0.6, 1.2, 2.4, and 10 mM H_2_O_2,_ and (6) osmotic stress of 0.4, 0.8, and 1.6 M NaCl. Each treatment included three to five replicates. Exogenous dibutyryl cAMP (Enzo Life Sciences) was added at concentrations of 0 mM, 1 mM, and 2 mM to B(+) mates ATCC 52813 and ATCC 52814 and to B(−) mates ATCC 52813 and ATCC 52814 that showed restricted levels of mating. Ten mating interactions were established per condition and incubated in the dark at 30 °C for 10 days.

### RNA-seq

Six different conditions were examined in *Rm* ATCC 52813 and ATCC 52814: B(+) and B(−) mates grown alone, as well as both B(+) and B(−) partners grown together, respectively. We chose to analyze the interaction between B(−) mates that exhibited total loss of mating to maximize our chances of identifying genes impacted by bacteria during sexual reproduction. For each condition, fungal plugs were placed at the edge of the 1/2 PDA plate and harvested after six days, when opposite B(+) mates were undergoing sexual reproduction. 

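Replicates were compared over the 9975 components tested. Pearson's r of log2(FPKM + 1) between the replicates of a condition lay between 0.947 and 0.968 in the 6 conditions, a correlation across components, which are not independent of each other. Between libraries of different conditions r lay between 0.821 and 0.955 over 60 pairs. The share of components within 1 log2 unit between replicates was lowest in ATCC 52813 B(+) grown alone (86.2%) and highest in the B(+) mates grown together (92.8%). The median SD between replicates, on the log2 scale, was lowest in the B(+) mates grown together (0.16) and highest in the B(−) mates grown together (0.24). No pair of replicates had identical values throughout, since at most 42 components with a value above 0 were equal between the replicates of a condition.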

Each condition had two biological replicates, each consisting of five culture plates, which were pooled prior to RNA extraction. Total RNA was extracted from a 2.5-cm-wide strip of mycelium from the middle of the plate where most mating occurred, using the Ambion ToTALLY Total RNA Isolation Kit (Life Technologies) to recover both fungal and bacterial transcripts. Fungal rRNA was removed with the Human/Mouse/Rat Ribo-Zero rRNA Removal Kit (Epicentre), whereas bacterial rRNA was treated with the Gram-negative bacteria Ribo-Zero rRNA Removal Kit (Epicentre). After rRNA removal, sequencing libraries were constructed using the TruSeq RNA Sample Preparation Kit (Illumina) and sequenced at the Cornell University Biotechnology Resource Center using the Illumina Hi-Seq 100-bp paired-end platform.

Illumina reads were quality controlled using BBDuk (https://sourceforge.net/projects/bbmap/), and then mapped to either the *Rm* ATCC 52813 or ATCC 52814 genomes (depending on the sample) using TopHat2^37^. HTSeq^38^ was used to collect read counts per gene, followed by exploration of differential expression across several comparisons using DESeq^12^: (1) ATCC 52813 B(+) vs. ATCC 52813 B(−), (2) ATCC 52814 B(+) vs. ATCC 52814 B(−), (3) both B(+) mates grown together (active mating) vs. both B(−) mates grown together (no mating), and (4) both B(+) mates grown alone vs. both B(+) mates grown together (active mating). This combination of comparisons allowed us to identify genes that were significantly DE in both mates due to (1) endosymbiont presence and (2) sexual reproduction, as well as assess the overlap between them. 

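The comparisons were made on the component FPKM of the 12 libraries. Between B(+) and B(−) ATCC 52813 grown alone, 1377 of 9975 components passed the threshold (limma, Benjamini-Hochberg adjusted), 657 higher and 720 lower with endobacteria. For ATCC 52814 grown alone there were 1366 components, 746 higher and 620 lower. With the mates grown together, 2358 components passed, 1586 higher and 772 lower with endobacteria. In this last comparison the median log2 fold change of all components was 0.19, and quantile normalization, which removed that shift, gave 1299 higher and 1234 lower. The same normalization gave 878 higher and 732 lower in ATCC 52813 and 724 higher and 737 lower in ATCC 52814, so which direction held more components depended on the scaling in both strains. The median log2 fold change was 1.58 among the higher and -1.34 among the lower components in ATCC 52813, and 1.75 and -1.30 in ATCC 52814. Leaving out a library of the conditions compared changed the counts by more than 1.5 times in these cases. In ATCC 52813 the count was 737 without replicate 1 of B(−) and 884 without replicate 2 of B(+). In ATCC 52814 it was 639 without replicate 2 of B(−), and 759 and 652 without replicate 1 or 2 of B(+). In the mates grown together it was 1188 and 1301 without replicate 1 or 2 of the B(+) mates. In a fit of the ATCC 52813 libraries alone, 736 components passed in that strain.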

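In the mates grown alone, 520 components passed the threshold of the endobacteria comparison in both strains (limma, adjusted p-values), 263 of them higher with endobacteria in both, 198 lower in both and 59 in opposite directions. The 461 with the same direction compare with 110 to 144 in 20 simulations without differences between conditions, at the same list lengths. Without replicate 2 of ATCC 52814 B(−) the number was 296. No library is shared by these comparisons, and across components their log2 fold changes had a Pearson's r of 0.519 and a Spearman's rho of 0.296, where components are not independent replicates. In 390 components the direction was also the same, and the threshold was passed, with the mates grown together, 245 higher and 145 lower with endobacteria. The RNA included bacterial transcripts, and components were not assigned to fungus or bacterium. Transcripts of the endobacteria may therefore be among the components higher with endobacteria in each of these comparisons, so these counts are not counts of fungal genes alone. The paper states that its set of comparisons served to find genes that changed in both mates with the endosymbiont and genes that changed with sexual reproduction, and to assess how far these overlap.

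**Figure D3:**
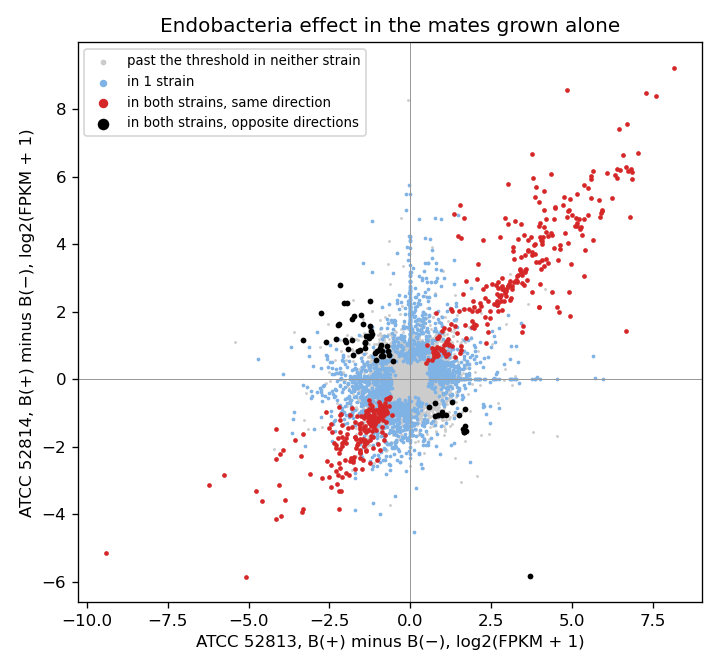
Difference of B(+) and B(−) in ATCC 52813 (x axis) and in ATCC 52814 (y axis) grown alone, in log2(FPKM + 1), for each tested component. Red points (461) passed the threshold in both strains in the same direction, black points (59) in opposite directions, blue points in 1 strain and grey points in neither.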

For comparisons involving both mates, we mapped reads to a combined assembly of both genomes, and since these strains are so closely related, we allowed reads mapped twice to be retained for downstream DESeq analysis. Genes with an adjusted *P* ≤ 0.05 were considered DE.

### qRT-PCR

Mating interactions were set up as above between *Rm* ATCC 52813 sexP and ATCC 52811 sexM. Expression of *ras2-1* was examined in (1) B(+) mating cultures, (2) cultures of B(−) mates exhibiting complete loss of mating, and (3) cultures of B(−) mates exhibiting restricted levels of mating. Expression of candidate *tar1*, *tar2*, and *tar3* genes was measured in B(+) and B(−) mates grown alone, as well as during mating interactions, with a particular focus on B(+) mating cultures at 3, 6, and 8 days after the mates reached the mating zone. To assess the expression of *ras2-1* in *Mucor circinelloides* (*Mc*), ATCC 1216b sexP and CBS 277.49 sexM were grown at 20 °C on YXT medium containing 4 g L^−1^ yeast extract, 10 g L^−1^ malt extract, 4 g L^−1^ glucose, and 15 g L^−1^ agar, with the pH adjusted to 6.5. *Mc* mates were grown (1) individually for 3 days and harvested before the onset of asexual sporulation, and (2) together and harvested 6 days after the onset of mating. Each condition had three biological replicates, each replicate consisting of a single plate. RNA was extracted with the Ambion ToTALLY Total RNA Isolation Kit (Life Technologies) and converted to cDNA using ProtoScript II First Strand cDNA Synthesis Kit (New England Biolabs). Real-time PCR was performed on a StepOnePlus^TM^ Real-Time PCR System (Applied Biosystems) using TaqMan® Universal PCR Master Mix. The reaction mix consisted of 0.5 μM primers, 0.2 μM TaqMan® probe, 1× Master Mix, and 10 ng of cDNA in a volume of 25 μL. All reactions were performed in technical duplicate. Nontemplate control (10 ng of RNA) and nonreaction control (RNase-free water) were included. The thermal program for the PCR consisted of Stage 1: 95 °C, 10 min; Stage 2: 95 °C, 0.5 min and 60 °C, 1 min for a total of 40 cycles; and Stage 3: hold at 4 °C. Relative quantitation was conducted using the ∆∆C*t* method (StepOnePlus™ user manual of Applied Biosystems). Each RT-PCR experiment was performed in triplicate. Probes and primers were *Rm ras2-1* TaqMan® probe 5′-[6-FAM] AG CAT TTT ACT CAG TTG CT [Tamra-Q]-3′, *Rm ras2-1* forward primer 5′-CGC AAA GAC TTG TGC TAA TGT AGA A-3′, *Rm ras2-1* reverse primer 5′-CGC GCT TGC TTG ATC TGA-3′, *Rm tar1* (238519) TaqMan® probe 5′[6-Fam] ATT GCA AGA CTT GGC TAG T [Tamra-Q]3′, *Rm tar1* forward primer 5′-GGT GGC CGG GAA AAG G-3′, *Rm tar1* reverse primer 5′-TAG GTG TCA TCG AAC TCG TGT TAA A-3′, *Rm tar2* (238870) TaqMan® probe 5′[6-FAM] AGA GTG GAG CAC GGA T [Tamra-Q]3′, *Rm tar2* forward primer 5′-TCT GAA TTC GGC ACT GAC AAA CT-3′, *Rm tar2* reverse primer 5′-GAT TCG CTG CGA CCA TGA T-3′, *Rm tar3* (316085) TaqMan® probe 5′[6-Fam] CCT CTT CTT GGA CCT CT [Tamra-Q]3′, *Rm tar3* forward primer 5′-CGT CGG CAT TAT CGG AGA TAT C-3′, *Rm tar3* reverse primer 5′-TGC AAG GTG CTC GTC ATC A-3′, *Mc ras2-1* (156566) TaqMan® probe 5′[6-FAM] CTC GCA CGC TTA AT [Tamra-Q]3′, *Mc ras2-1* forward primer 5′-TCG AGA AGA GGG AGC GAT AAA G-3′, and *Mc ras2-1* reverse primer 5′-TGC TGA CGT CTC GAC GAA AT-3′. *Rm* ATCC 52813 gene encoding hypothetical protein 72589 served as an internal standard for *ras2-1* and *tar* normalization, with TaqMan® probe 5′[6-FAM] AG TGG TTG TTA ACA GCG [Tamra-Q]3′, forward primer 5′-AGG AAT TGA TCT CGA AAA ATC TGA A-3′, and reverse primer 5′-GAT CCC ACG CAG AGA AGC AT-3′. This gene was not affected by the presence/absence of endobacteria and displayed a high level of constitutive expression in the RNA-seq data. *Mc* actin gene (105861) was used for normalization in *Mc ras2-1* reactions with TaqMan® probe 5′[6-FAM] CCG AAG TGC AAC TGT TCT TGC CTC ACT [Tamra-Q]3′, forward primer 5′-GCA GGA ATC ACA AAA CGT ATC AAG-3′, and reverse primer 5′-GTT GTG TAT CGC CTG CAT TCT C-3′.

### Identification of sex-relevant genes across fungi

To identify sex-related genes conserved across fungi, we queried the genomes of *Saccharomyces cerevisiae* YJM789^39^, *Schizosaccharomyces pombe* 972h^40^, *Aspergillus nidulans* FGSC A4^41^, *Cochliobolus heterostrophus* C4^42^, *Neurospora crassa* OR74A (N150)^43^, *Ustilago maydis* 521^44^, *Coprinopsis cinerea* strain Okayama 7 #130^45^, *Cryptococcus neoformans* var. *neoformans* B-3501A^46^, *Batrachochytrium dendrobatidis* JAM81 (genome.jgi.doe.gov), *Mucor circinelloides* CBS 277.49^47^, *Phycomyces blakesleeanus* NRRL1555^47^, *R*. *delemar* 99–880^48^, and *Rm* ATCC 52813 (genome.jgi.doe.gov) and ATCC 52814^6^. We additionally included transcriptomic data from *Rhizophagus irregularis* DAOM181602^49^. OrthoMCL^50^ was conducted using default parameters (minimum E value cutoff of 1e-5, inflation 1.5) to cluster genes across all of these genomes into orthologous groups. From the genomes of *S*. *cerevisiae*, *A*. *nidulans*, *N*. *crassa,* and *U*. *maydis*, we extracted a collection of genes with experimentally validated reproductive phenotypes as a tool for further characterization of the resulting clusters, and to assess whether these known genes were also altered in expression due to reproduction in *Rm*. For Ras phylogeny reconstruction, full-length amino acid sequences were aligned using MUSCLE^51^ under default parameters, and the phylogeny was constructed with MrBayes^52^ under the mixed amino acid substitution model with Γ rate variation run for 2 million generations. For GPCR phylogeny reconstruction, we extracted protein sequences for the seven-transmembrane domain, aligned them with MUSCLE, and reconstructed phylogeny using FastTree^53^ under the WAG substitution model^54^ with Γ rate variation.

### *Rm* genome sequencing, assembly, and annotation

The *Rm* ATCC 52813 genome was sequenced using the Illumina platform. Two Illumina libraries were sequenced: (1) fragment library with 270-bp insert size in 2 × 150-bp reads, and (2) 5.2-kb-long mate pair in 2 × 100-bp reads. Each fastq file was QC filtered for artifact/process contamination and subsequently assembled with AllPathsLG R41043^55^, resulting in 26-Mb assembly in 131 scaffolds and 773 contigs, with an average 143.6× read depth coverage. The assembled genome was annotated using the JGI annotation pipeline^56^, which combines several gene prediction and functional annotation methods, and integrates the annotated genome into JGI web-based resource for fungal comparative genomics, MycoCosm (http://genome.jgi.doe.gov/fungi)^57^.

Before gene prediction, assembly scaffolds were masked using RepeatMasker^58^, Repbase library^59^, and the most frequent (>150 times) repeats recognized by RepeatScout^60^. The following combination of gene predictors was run on the masked assembly: (1) ab initio, including Fgenesh^61^ and GeneMark^62^, (2) homology based, including Fgenesh+^61^ and GeneWise^61^ seeded by BLASTx alignments against the NCBI NR database, and (3) transcriptome based, including Fgenesh and COMBEST^63^. In addition to protein-coding genes, tRNAs were predicted using tRNAscan-SE^64^. All predicted proteins were functionally annotated using SignalP^65^ for signal sequences, TMHMM^66^ for transmembrane domains, interProScan^67^ for integrated collection of functional and structural protein domains, and protein alignments to NCBI NR, SwissProt^68^, KEGG^69^ for metabolic pathways, and KOG^70^ for eukaryotic clusters of orthologs. InterPro^71^ and SwissProt^68^ hits were used to map Gene Ontology terms^72^. For each genomic locus, the best representative gene model was selected based on a combination of protein homology and transcriptome support, which resulted in the final set of 10,905 gene models reported in this study. Coverage of gene models by BLAT alignments of transcriptome assemblies to the genome assembly resulted in 85% of models being covered over at least 75% of their length, and 67% of models 100% covered. The complete set (100%) of eukaryotic core genes from the CEGMA dataset^73^ was found in *Rm*, indicating a reasonably complete genome assembly.

### Data availability

The transcriptome data are available at the NCBI GEO database under the accession number GSE57644. The *Rhizopus microsporus* ATCC 52813 Whole Genome Shotgun project has been deposited at DDBJ/EMBL/GenBank under accession JOSV00000000. All other relevant data are available in this article and its Supplementary Information files, or from the corresponding author upon request.

## Electronic supplementary material

Supplementary Data 5

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

# Supplementary material for: Bacterial endosymbionts influence host sexuality and reveal reproductive genes of early divergent fungi
**Source:** Nat Commun. 2017 Nov 29;8:1843. doi: 10.1038/s41467-017-02052-8
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: RNAseq results.

File Name: Supplementary Data 2

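Each row of this table is a cluster of orthologous genes, and its columns give how many genes of each fungal genome fall in the cluster. Separate columns give how many genes of the cluster were differentially expressed during reproduction in ATCC 52813 and in ATCC 52814, and further columns give the number of sex-related genes of other fungi in the cluster, with the names of known genes. The differential expression in this table is given by gene cluster and not by assembled transcript.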

Description: OrthoMCL gene clusters.

File Name: Supplementary Data 3

Description: GPCR sequence alignment.

File Name: Supplementary Data 4

Description: GPCR phylogeny.

File Name: Supplementary Data 5

Description: Ras sequence alignment.

How the deposited data were processed for this re-analysis (not part of the article)

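RNA-seq libraries of *Rm* ATCC 52813 and ATCC 52814, each B(+) and B(−) and grown alone, and of both B(+) and both B(−) mates grown together were analysed, 12 libraries in 6 conditions of 2 biological replicates. Each replicate pooled 5 plates harvested on day 6, and both fungal and bacterial ribosomal RNA had been depleted according to the paper's methods. Libraries were assigned to conditions from their labels, which match the conditions named in the paper, and every library was mapped.

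The authors deposited FPKM per assembled transcript, with 2 decimals. FPKM relates the fragments on a transcript to its length and to the mapped fragments of the library. The assembler, the aligner and any scaling between libraries are not given in the sources used here. The paper's own results came from another route, with BBDuk, TopHat2 on the genomes of both strains, HTSeq counts and DESeq, and those counts were not used here. Of the transcripts, 8064 were listed at 0 in every library. The form of the identifiers places transcripts in components, and 21994 of the 27805 components held 1 transcript.

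From these FPKM the sum per component was computed, because the comparisons concern genes and a component is the closest unit of the assembly. This unit was chosen after the identifiers had been seen, and the transcripts themselves were tried as an alternative. Components with an FPKM of at least 1 in at least 2 libraries were tested (9975 components, of which 4956 held 1 transcript). The test was limma (version 3.58.1, R 4.3.3) on log2(FPKM + 1) with a pseudocount of 1, all 6 conditions sharing the spread, a mean-variance trend in eBayes, 6 residual degrees of freedom and no covariates. Adjusted p-values are Benjamini-Hochberg values over the components tested, with a threshold of 0.05, the level used in the paper. Comparisons were B(+) against B(−) in each strain grown alone and in the mates grown together, active mating against the mean of the B(+) strains grown alone, the same for the B(−) mates, and the interactions of endobacteria with growing together and with strain. A count test was not used, because FPKM are not counts.

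On data simulated from the component means and spreads, with 200 components changed, the comparison of active mating with growth alone recovered 91% of changes of 2 and 53% of changes of 1 on the log2 scale, with 7 calls among unchanged components (8580 components). For ATCC 52813 B(+) against B(−) the shares were 91% and 35% with 14 such calls, and for the interaction of endobacteria and growing together 76% and 18% with 4. None of the recovered components had the wrong sign. Calls among unchanged components made up 10% of the calls for ATCC 52813, which is above the threshold of 0.05, and 4.64% and 4.08% in the comparison of active mating and in the interaction. Changes of 1 or less on the log2 scale were thus often missed with 2 replicates. The 200 changed components were drawn only from those with a higher mean level than the filter requires. The recovered shares therefore do not cover components with low values. Each comparison was simulated only 1 time, so the spread of these shares is unknown.

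The depth of each library is unknown. A search for the value of 1 fragment in the low FPKM of components with 1 transcript, which recovered the depths of 12 simulated libraries within 0.0112 on the log2 scale, gave 4 solutions that scored at least 95% of the best score. The number of starts of this search was raised after a solution with a lower score had been found. The deepest library exceeded the shallowest by 1.79 to 2.81 times over these solutions, and a library moved by up to 1.90 times between them, so no relative depths are used. The FPKM of low components can rest on few fragments, and a component listed at 0 may be expressed below the depth of the library.

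The components named in the text are the 2 with the largest rise and the 2 with the largest fall in the comparison of active mating with growth alone, among those past the threshold, with groups that do not overlap and a mean FPKM of at least 10 in the higher group. The same rule was set for the other comparisons, and no more identifiers are given here. No table used here pairs the identifiers with names, so *ras2-1*, the other *ras* genes, the candidate trisporic acid receptor genes, the internal standard gene, the mating-type genes and the other genes that the paper names were not analysed here. The rule was written when the part of Supplementary Data 1 used here had been seen. Supplementary Data 1 and Supplementary Data 2 were used here only in part, and no overlap with them was tested.

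Alternatives set before the data were examined changed the pseudocount, the filter, the scaling between libraries, the libraries in the fit, the variance model, the replicate block, the reference strain and the rule for overlaps, and left out each library in turn. Alternatives added afterwards used transcripts, a reference mixed from both strains on the FPKM scale, with equal weights or with weights estimated in more than 1 way, and other minimum values for components listed only with endobacteria. Figures were drawn with matplotlib.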

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

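Of the tests in this part, those on depth and on components of 1 strain were set before their results were seen. The tests on the spread between replicates, on the shares of the mates, on other splits of the libraries and on transcripts of the endobacteria were chosen after the result was seen. For the spread, the measure first set was the median SD, and the count without a test replaced it as the deciding value when both were known. For the shares, a first estimate rested on 1 and 2 components and was replaced by an estimate from more components, and both are given. The test of whether the mates grown together lay outside the range of the strains replaced the weighted references as the deciding test after their counts had been seen. For the transcripts of the endobacteria, the medians of the replicate ratios were added after the spread of the ratios had been seen.

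The log2 difference of B(+) and B(−) cultures was not the same in the 2 strains grown alone. A test of the difference between the strains (the interaction in limma) passed the threshold for 495 components. The signed log2 difference of B(+) and B(−) was higher in ATCC 52813 in 159 of them and higher in ATCC 52814 in 336. After quantile normalization the numbers were 232 and 307. The paper reports the endobacteria comparison per strain and does not report this difference. In 311 of the 495 the direction differed between the strains, and 59 passed the threshold in both strains in opposite directions. Sequence differences that place a component in 1 strain only could give such a result, but 75.4% of the 495 components had a mean FPKM of at least 1 in both strains, as did 73.1% of all tested components, so most of the difference does not come from components of 1 strain. The count depends on single libraries. It was 315 without replicate 1 of ATCC 52813 B(+), 259 and 262 without replicate 1 or 2 of ATCC 52814 B(+), 272 without replicate 1 of ATCC 52813 B(−), and 240 and 262 without replicate 1 or 2 of ATCC 52814 B(−). A difference between the cultures of a strain that is not due to the endobacteria, such as their stage on day 6, and a different response of the strains stay open, and neither was tested.

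The change on growing together differed between B(+) and B(−) mates. The interaction passed the threshold for 503 components, 408 with a positive and 95 with a negative difference between the signed log2 change in the B(+) mates and that in the B(−) mates, and 324 of the sex-related components were among them. A positive difference can come from a rise in the B(+) mates or a fall in the B(−) mates. The share with a positive difference was 81.1%, against 69.3% after median-ratio rescaling and 57.3% after quantile normalization, and 90.4% with both strains averaged on the FPKM scale with equal weights. Unequal shares of the mates in the harvested strip could give a part of this. Averaging on the FPKM scale with equal weights already lowered the count to 345, of which 296 were among the 503. With a reference weighted by estimated shares (57.5% ATCC 52813 in the B(+) mates and 69.2% in the B(−) mates), 230 components passed (220 with a positive difference), of which 208 were among the 503. With weights from the first estimate of the shares (53.5% and 86.9% ATCC 52813), which rested on 1 component of ATCC 52813 and 2 of ATCC 52814, 118 passed (115 with a positive difference), of which 104 were among the 503. The count thus depends on the weights. The positions behind the weights added up to 50.5% in the B(−) mates and 111% in the B(+) mates, where shares alone would make a whole, so the weights are not shares alone and these counts do not decide. Whatever the shares, a mixture lies between the levels of the strains grown alone. In 440 of the 503 components (87.5%, against 27.3% of all tested components) both libraries of the B(+) mates or of the B(−) mates grown together were above, or both below, every library of the strains grown alone with the same endobacteria state, and in 197 by more than 1 on the log2 scale. The 503 were called from these same libraries, which by itself raises the share outside, and no matched set was tested. The 87.5% therefore does not decide how far unequal shares account for the result. The 197 components outside by more than 1 on the log2 scale argue most clearly against unequal shares as the whole explanation. Since 27.3% of all tested components were also outside, a smaller margin does not exclude unequal shares for a single component. Unequal shares also stay open for the other 63 components. The number fell to 155 and 98 without replicate 1 or 2 of active mating, and to 319 and 293 without replicate 1 or 2 of ATCC 52814 B(+). The design itself names a biological difference, since the B(+) mates reproduced sexually and the B(−) mates did not, and it stays open as a hypothesis that was not tested.

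A signal was also present in a comparison that the paper does not report, the B(−) mates grown together against the B(−) mates grown alone, where no mating took place. Here 53 components passed the threshold in limma, 16 higher and 37 lower. The direction is not settled, since quantile normalization gave 41 higher and 35 lower, the fit without replicate 1 of the B(−) mates grown together 57 higher and 46 lower, and the reference averaged on the FPKM scale with equal weights 3 higher and 49 lower. In the B(+) mates the number was 469. A larger spread between B(−) replicates could lower the number, and the SD between replicates, averaged over the 3 conditions for each component, had a larger median over components without endobacteria (0.26 on the log2 scale) than with them (0.22). A larger spread alone would give at least as many components with a change of 1 or more when no test is applied, but there were 513, against 791 with endobacteria, so the spread does not account for the whole difference. The 53 components themselves are uncertain. With the reference weighted by the estimated shares of the mates, 0 passed (limma, 1061 with an unadjusted p below 0.05). With the first estimate of the shares the number was also 0 (1028 with an unadjusted p below 0.05). The weights came from the same libraries, and the positions behind them did not add up to a whole. In 34 of the 53 components (64.2%, against 9.90% of all tested components) both libraries of the B(−) mates grown together lay outside the range of the strains grown alone on the same side, which a mixture would not give and which passed the 50% set for this test, but only 4 did so by more than 1 on the log2 scale. With these values in conflict, unequal shares and a change on growing together cannot be told apart for this list. The 53 were also called from these same libraries, which by itself raises the share outside. The number was 0 when only these conditions were fitted (881 with an unadjusted p below 0.05) and 2 without a trend in the variance model, and it changed when single libraries were left out. It was 29 and 31 without replicate 1 or 2 of ATCC 52813 B(+), 30 without either replicate of ATCC 52814 B(+), 13 without replicate 1 of ATCC 52813 B(−), 5 and 13 without replicate 1 or 2 of ATCC 52814 B(−), 17 without either replicate of the B(+) mates and 103 without replicate 1 of the B(−) mates grown together. 

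Another signal came from 30 components. They had an FPKM of at least 1 in all 6 B(+) libraries and were listed at 0 in all 6 B(−) libraries. Components carry no gene names here, so whether genes that the paper discusses are among the 30 is unknown. No component showed the reverse. Their mean FPKM in the B(+) libraries ranged from 2.19 to 31.6. Of 100 splits of the 12 libraries into 6 and 6, the real one included, 1 gave as many such components, so chance can be excluded for libraries taken singly. The libraries are replicates of 6 conditions, and 10 splits keep the conditions whole. Of these only the real one gave as many, and the most in any other was 1. This is the lowest share that 10 splits allow, so these splits by themselves are too few to exclude chance. In limma, 28 of the 30 passed the threshold in all 3 endobacteria comparisons. The 30 were chosen by the same contrast of B(+) and B(−) libraries, so this count is no separate evidence against chance. A much lower depth of the B(−) libraries would leave most components of similar level at 0. There were 4417 components with an FPKM of at least 1 in all B(+) libraries and a mean in the same range. Of these, 0.679% were at 0 in all B(−) libraries, and these are the 30 components themselves. The others were above 0 in at least 1 B(−) library, which argues against a general loss at this level. A smaller loss of depth could still leave at 0 the components that rest on the fewest fragments. Fragments are unknown, so the test does not exclude this for the 30. The libraries kept bacterial RNA, and transcripts of the endobacteria themselves are a candidate explanation. If the load of bacteria differed between cultures, these components would shift together between replicates. The spread of their replicate ratios was at the percentile 32.8 of random sets matched on level, but at these low values noise can hide a common shift in the spread, so it does not decide. In ATCC 52813 and in the mates grown together all 30 were higher in replicate 1 (median log2 ratio 1.04 and 0.58, at the percentile 100 of random sets in both), while in ATCC 52814 14 of 30 were (median log2 ratio -0.02). Bacterial transcripts and fungal transcripts made only in the presence of endobacteria, for example during sporulation, cannot be told apart, because the sequences of the components were not used here and both kinds follow the same groups.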

How the results depend on the processing

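The alternatives with mixed references, with assembled transcripts and with other minimum values were chosen after the data were seen. Under the 10 general alternatives set before, apart from leaving out libraries, the counts for ATCC 52814 (945 to 1559) and for the mates grown together (1763 to 2533) stayed within 1.5 times the reported count. For ATCC 52813 the exception was the fit of only the conditions compared, with 736 components, against 918 to 1610 in the others. Active mating gave 354 to 518 components, except for 891 with ATCC 52813 as the only reference strain.

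Without a filter, the interaction with growing together fell to 285, the interaction with strain to 309, growing together without endobacteria to 31 and the sex-related components in all 3 endobacteria comparisons to 8, where more components (26290) were tested. For growing together without endobacteria the number was 0 in the fit of only the conditions compared (881 with an unadjusted p below 0.05 in limma) and 2 with no trend in eBayes, and the cause was not tested. The overlap of 15 followed its rule, with 408 for the mates grown together only, 31 for the strains grown alone only, 445 for any comparison and 44 for any direction.

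With assembled transcripts, the interaction with growing together gave 304, growing together without endobacteria 16, the overlap 7 and the components changed the same way in both strains grown alone 246 (461 with components), and the cause was not tested. The named components have no value there. With the weighted mixed reference, the interaction with growing together gave 230 and growing together without endobacteria 0 (1061 with an unadjusted p below 0.05 in limma). With the weights of the first estimate of the shares, these counts were 118 and 0 (1028 with an unadjusted p below 0.05), and active mating gave 293. The weights alone set these apart from the mixed reference with equal weights, with 345, 52 and 323. Components listed only with endobacteria numbered 52 when any FPKM above 0 counted and 21 at a minimum of 2.

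Leaving out each library in turn, with a lone replicate assumed to vary like the other conditions, gave 737 to 1625 components for ATCC 52813, 639 to 1562 for ATCC 52814, 1188 to 2392 for the mates grown together, 109 to 537 for active mating, 5 to 103 for growing together without endobacteria, 98 to 474 for its interaction with endobacteria, 240 to 612 for the interaction with strain, and 3 to 27 for the overlap. The lowest counts for active mating and for its interaction came without replicate 2 of active mating, and the lowest overlap without replicate 1. Components comp174888_c0, comp98204_c0 and comp97832_c0 passed the threshold under the 12 alternatives set before and without each library, with an adjusted p of at most 0.0084, and were not computed with the mixed references, and comp174003_c0 missed it in 3 of 12 alternatives and without 4 of the 12 libraries.

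Same-numbered replicates did not deviate together (correlations of deviations over 15 pairs of conditions from -0.10 to 0.096), so the samples share only a number. With the replicate block, 1405 components passed for ATCC 52813, 1397 for ATCC 52814, 2431 for the mates grown together and 460 for active mating.

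The values of *ras2-1*, the *ras* family, the candidate trisporic acid receptor genes and the internal standard gene were not computed, so none of their alternatives was run. With the depth unknown, components near an FPKM of 1 are the least certain.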

Differences from the paper's values

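The paper reports 2124 genes differentially expressed during sexual reproduction, and 469 components passed here. The paper's numbers of upregulated and downregulated genes are 1496 and 628, against 417 and 52 here. Under every alternative set before the data were examined the values stayed more than 1.5 times below the paper's. The highest were 891 in all, 745 higher and 146 lower, with ATCC 52813 as the only reference strain. In both the paper's result and the result here, the higher set was the larger one. The paper counted reads on gene models and used DESeq, while the values here are FPKM of assembly components in limma, so the units counted are not the same.

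The paper reports 80 sex-related transcripts impacted by the symbiont, out of 2124, and 15 components out of 469 were counted here. The lists behind these counts differ in length, and the 15 were 3.20% of the sex-related components. A change in the same direction in all 3 endobacteria comparisons was the rule set here, while the paper's text does not spell out its rule. Under each alternative set before the data were examined, the count of components also differed from the paper's 80 by more than 1.5 times. It lay below the paper's in the other settings on all libraries (8 to 44) and when single libraries were left out (3 to 27), and above it when the comparison of mates grown together sufficed (408) or when any comparison sufficed (445).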

Other observations

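The tests on the components higher in active mating in the B(−) mates and on the shares of the mates were chosen after the data were seen, and the test on the log scale was set before its result was seen.

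Most components that changed in active mating were higher, 88.9% of the 469. Averaging the strains on a log scale could favour this, since a component made by 1 strain only enters such a mean with a low value. With the strains grown alone averaged on the FPKM scale before the log, 323 components passed and 85.1% of them were higher, and 306 were among the 469. Averaging on the log scale therefore does not account for the excess.

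The 417 components higher in active mating had a median log2 change of 1.69 there. In the B(−) mates grown together against grown alone, which share no library with that comparison, their median log2 change was 0.00, with 166 of 417 above 0. The median lay at the percentile 96.9 of random sets matched on level, whose medians ran from -0.10 to 0.00 over the central 95%. A weaker form of the same response in B(−) mates is a hypothesis that these values leave undecided. The percentile passed the 95% set for the test, but the median was at 0 and the members went both ways.

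Across all tested components, the log2 changes on growing together with and without endobacteria had a Pearson's r of -0.06 and a Spearman's rho of -0.13, with no library shared, where components are not independent replicates.

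Components with an FPKM of at least 1 in both libraries of 1 condition and listed at 0 in the other 10 libraries numbered 31 for active mating. There were 2 for the B(−) mates grown together, 5 and 2 for ATCC 52813 and ATCC 52814 B(+) grown alone, and 6 and 9 for ATCC 52813 and ATCC 52814 B(−) grown alone. The libraries of active mating also listed the most transcripts above 0 (36145 and 32063), against 17378 and 24615 in the B(−) mates grown together. The counts were not adjusted for this, so by themselves they do not show that more components are particular to active mating.

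The shares of the mates in the strip were estimated from components at least 8 times higher in every library of 1 strain grown alone than in the other, with an FPKM of at least 5, as the position of the mates grown together between the strains. In active mating, 31 components higher in ATCC 52813 stood at a median of 64.0% of the distance and 70 higher in ATCC 52814 at 47.3%. In the B(−) mates grown together, 63 components higher in ATCC 52813 stood at 34.9% and 38 higher in ATCC 52814 at 15.6%. The medians added up to 111% in active mating and to 50.5% in the B(−) mates grown together, so in the latter components of both strains stood lower than a mixture would place them, and the positions are not shares alone. The weights of the mixed reference were taken from the ratio of these medians in each pair.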
